A study of Mus musculus with 12 samples. Its data were reported in "Age, brain region, and gene dosage-differential transcriptomic changes in Shank3-mutant mice" (2022).

How the data were processed

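RNA was sequenced from the forebrain of male C57BL/6J mice at postnatal day 25 (P25, juvenile) and postnatal day 60 (P60, adult). Each library came from a mouse that was wild-type (WT) or a knock-out (KO), that is, homozygous for a deletion of internal exons of Shank3, which encodes a scaffold protein of excitatory synapses. There were 3 libraries in each of the 4 groups, P25-KO, P25-WT, P60-KO and P60-WT, and groups and replicate numbers were taken from the sample titles.

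According to the study's methods, the authors quantified transcripts with Salmon with a correction for GC bias, imported the estimates with tximport and normalized them with DESeq2. The deposited table holds 19268 genes by Ensembl identifier, and its values are signal on a count scale that the authors had divided by gene- and library-specific factors over all 12 libraries together. The values are not whole reads, and whole reads could not be recovered from them, so no count model was fitted. The sequencing depth behind each value is therefore unknown, no interval or detection limit was computed, and the 3 libraries per group limit the precision. An exact value of 0 may be a failed estimate. Such a gene is described as listed at 0. There were 317 genes with a value of 0 in at least 1 library. The smallest sum over libraries was 51.1, so genes with lower totals are not analysed here.

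The reference transcriptome of the authors is not stated. Symbols, positions, lengths and GC content were taken from GENCODE release M21 (mouse assembly GRCm38), in which 19252 of the 19268 identifiers were found. Whether the counting used strand is not stated, so overlapping and antisense genes are uncertain. To find genes that can share reads, 31-base words of the named genes' transcripts were looked up in the transcripts of all other genes.

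Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) on log2(value + 1). Genes with a mean of at least 10 over the libraries in the fit were tested, and a Benjamini-Hochberg adjusted p-value under 0.05 defined a differentially expressed gene (DEG). Fold changes are on the log2(value + 1) scale, which understates the change of low genes. KO was compared with WT within each age using the 6 libraries of that age. P60 was compared with P25 within each genotype. The genotype by age interaction was fitted to all 12 libraries. The study's count-based test was not run because the values are not counts.

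Gene lists were tested by preranked gene set enrichment analysis (GSEA) with the classic score (fgsea 1.28.0, 10000 permutations), with genes ranked by log2 fold change divided by p-value. P-values were adjusted over all lists and both ages. GSEA permutes genes, so it ignores the correlation between the genes of a list. Beside it, camera with a preset correlation of 0.01, camera with an estimated correlation and fry, all from limma, were run. The 22 lists were written from general knowledge, and none contains Shank3, since the study's collections were not used here. Of these, 11 are given by name: cytosolic ribosomal proteins, the nuclear-encoded respiratory chain with ATP synthase, spliceosome proteins, postsynaptic glutamatergic proteins, presynaptic proteins, autism risk genes, and markers of glutamatergic neurons, GABA interneurons, astrocytes, oligodendrocytes and microglia. A list score per library was the mean log2 deviation of its genes from the mean of the 6 libraries of that age. It was compared by a two-sided exact permutation test, whose smallest p-value with 3 against 3 libraries is 0.1.

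Named genes were chosen by a rule: Shank3, the genes the study's text names for these comparisons, up to 5 genes per direction with the smallest adjusted p under 0.05 in each genotype comparison, and up to 3 per direction in the interaction and in each age comparison, where pseudogenes and genes with identifier-like symbols were passed over. The tests, the rule, the lists and the alternatives were fixed before the data were examined, except where stated. The alternatives changed the pseudocount, the minimum mean, the scaling, the variance model, the samples in the fit, the ranking and the set test, added the replicate number as a block, removed each library's trend on transcript length and GC content (splines with 5 degrees of freedom each), or left out 1 library at a time. Sample quality weights, Gstp2 as a named gene, the permutation test of the difference in list scores between ages the shares of opposite signs without 1 library, the small p-values over splits without P25-WT replicate 2, and the astrocyte and spliceosome lists among those given by name were added after the data had been seen.

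The replicate numbers were checked for pairing by correlating the deviations of same-numbered libraries from their group means. Numbers were taken to pair libraries where every correlation was above 0.1, which held in no comparison. The procedures were tested on simulated counts drawn from the real means and spread. The prior degrees of freedom were 7.45 in the simulation and 4.90 in the P25 libraries, so gene variances scattered less in the simulation and its recovery may be too high for P25. With 200 of 17589 genes changed at least 2-fold, 96.0% of them were called with 3 against 3 libraries, and 5.42% of the calls were genes that had not been changed. The interaction recovered 91.0% of 200 changed genes among 17620. In both simulations the changed genes excluded those with low means, and no deviation shared by the genes of a library was simulated. An adjusted threshold is also easier to reach with 200 changed genes than with few. These recoveries therefore do not show how many changes were missed in the real comparisons.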

Results

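The forebrain transcriptomes of juvenile (P25) and adult (P60) Shank3 knock-out (KO) mice and their wild-type (WT) counterparts were compared, with 3 libraries in each of 4 groups. The table gave normalized counts for 19268 genes. Between 19183 and 19223 genes had a value above 0 in each library. The first principal component carried 32.7% of the variance and separated the ages. Pearson correlations across genes between libraries of the same group were from 0.982 to 0.990, and those between libraries of different groups were from 0.971 to 0.990.

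Shank3 (ENSMUSG00000022623, chromosome 15, 89499623 to 89560261) was examined first because it was the gene targeted. At P25 it had 5174 ± 481 normalized counts in KO mice (SD, n = 3) and 10779 ± 786 in WT mice (SD, n = 3). At P60 it had 4914 ± 339 in KO mice (SD, n = 3) and 9796 ± 749 in WT mice (SD, n = 3). The KO level was 48.0% of the WT level at P25 and 50.2% at P60. All KO libraries lay below all WT libraries of their age. The two-sided exact permutation p was 0.1 at each age, the smallest that 3 against 3 libraries allow. Values of the whole gene cannot show which exons the remaining signal came from.

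**Figure D1:**
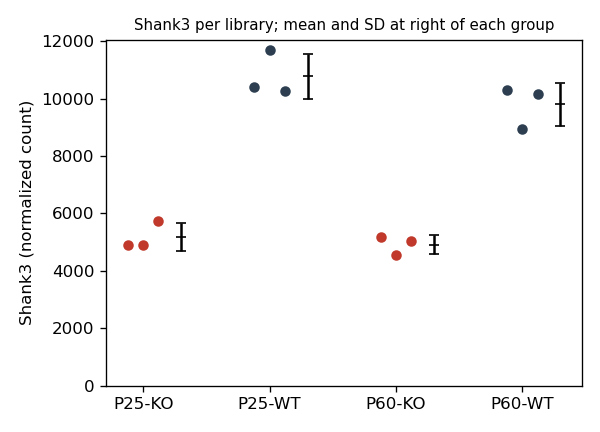
Normalized counts of Shank3 (vertical axis) in each library of the 4 groups (horizontal axis), with the group mean and SD (n = 3) to the right of the points. The KO libraries lie between 4535 and 5729, below the WT libraries, which lie between 8936 and 11683.

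The comparison of KO with WT mice at each age asked which transcripts change when Shank3 is disrupted. At P25, 17515 genes were tested and 1 was a DEG, Shank3, with a log2 fold change of -1.06 ± 0.09 (SE) and an adjusted p-value of 0.0134 (limma with Benjamini-Hochberg adjustment). At P60, 17610 genes were tested and 1 was a DEG, again Shank3, with a log2 fold change of -0.99 ± 0.07 (SE) and an adjusted p-value of 0.00220. Without P25-KO replicate 1 or P25-KO replicate 2, Shank3 was no longer called at P25, with adjusted p-values of 0.246 and 0.201. Leaving out P25-WT replicate 1 moved the P25 count most, to 8 DEGs, and leaving out P60-KO replicate 1 moved the P60 count most, to 3. At an unadjusted p under 0.05 there were 238 genes at P25 and 440 at P60, where about 876 and 881 would be reached by chance. The groups did not overlap for 4.76% of genes at P25 and for 7.79% at P60, and chance gives 10%.

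The genes that the study names beside Shank3 did not pass the threshold over all genes tested. At P25, Fancm (ENSMUSG00000055884, chromosome 12) had 505 ± 17.6 normalized counts in KO and 324 ± 22.9 in WT mice (SD, n = 3), with an adjusted p of 0.829 (limma). Yy2 (ENSMUSG00000091736, chromosome X) was listed at 0 in every P25-WT library and at 12.3, 26.9 and 26 in the P25-KO libraries, with an adjusted p of 0.179 (limma). At P60, Yy2 was listed at 0 in P60-KO replicates 1 and 3 and in P60-WT replicate 2. All of the 31-base words of Yy2 transcripts, 100%, also occur in transcripts of Mbtps2, so its values are uncertain. Ccdc40 (ENSMUSG00000039963, chromosome 11) had 118 ± 39.3 in KO and 63.6 ± 25.8 in WT mice at P25, and 118 ± 41.4 in KO and 58.6 ± 14.1 in WT mice at P60 (SD, n = 3). Its adjusted p-values were 1 at both ages (limma).

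Among the genes named for P60, Lamb3 (ENSMUSG00000026639, chromosome 1) had 105 ± 15.1 normalized counts in KO and 37.5 ± 6.06 in WT mice (SD, n = 3), with an adjusted p of 0.190 (limma). Gstp1 (ENSMUSG00000060803, chromosome 19) had a log2 fold change of 0.01 ± 0.05 (SE), and its neighbour Gstp2 (ENSMUSG00000038155), which was not among the genes chosen by the rule and was added after its values were seen, had 57.6 ± 22.6 in KO and 4.73 ± 1.94 in WT mice (SD, n = 3), with adjusted p-values of 1 and 0.190 (limma). Gstp2 shares 54.8% of its 31-base words with Gstp1, so the split of reads between them is uncertain. The annotation behind the study's symbols is not stated, so which of these 2 identifiers its Gstp1 refers to stays open. Of the 2 identifiers with the symbol Pcdha11, ENSMUSG00000007440 had 161 ± 21.1 in KO and 271 ± 2.66 in WT mice and ENSMUSG00000102206 had 204 ± 18.3 in KO and 218 ± 55.6 in WT mice (SD, n = 3), with adjusted p-values of 0.467 and 1 (limma). The former shares 63.0% of its words with other genes. Rpl10 (ENSMUSG00000008682, chromosome X) had 757 ± 86.4 in KO and 1132 ± 181 in WT mice (SD, n = 3), with an adjusted p of 1 (limma), and shares 31.9% of its words with Rpl10-ps3. Over these 10 identifiers, with Shank3 and the added Gstp2 among them, 3 at P25 and 6 at P60 had p-values under 0.05 when adjusted over the list alone, against 1 at each age over all genes tested. The study chose its genes on the same libraries, so the former counts are not independent evidence.

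The interaction of genotype and age asked whether the effect of the mutation differs between juvenile and adult mice. None of 17594 genes passed an adjusted p of 0.05 (0 genes, limma), and 288 had an unadjusted p under 0.05, where chance gives about 880. Across 17199 genes tested at both ages, the genotype effects at P25 and P60 had a Pearson correlation of -0.014 and a Spearman correlation of -0.018. Genes are not independent replicates, so this was set against other splits of the libraries, and 82 of 100 combinations gave a Pearson correlation as far from 0. The effects had opposite signs at the 2 ages for 51.4% of these genes, for 41.9% of 93 autism risk genes and for 89.9% of 79 ribosomal protein genes. Without P25-WT replicate 2 the share of ribosomal protein genes was 5.06%, and without P25-KO replicate 2 it was 62.0%. Leaving out 1 library at a time gave correlations from -0.065 to 0.029.

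The difference between ages gave a scale for the genotype effects. The labels give no batch, so age and batch could not be told apart. Between P25 and P60, 1521 of 17581 genes were DEGs in WT mice (644 higher and 877 lower at P60), and 3641 of 17596 genes were DEGs in KO mice (1649 higher and 1992 lower). Of these, 1282 were called in both genotypes, all 1282 in the same direction. With each library scaled to the same total, 991 DEGs were higher and 681 lower in WT mice, and 2109 were higher and 1621 lower in KO mice, so the balance of directions depended on the scaling. The WT count fell to 122 without P60-WT replicate 3 and rose to 2403 without P25-WT replicate 2. The KO count fell to 2093 without P25-KO replicate 3. The interaction test above, not the difference between the counts, bears on whether age effects differ by genotype. Gsn (ENSMUSG00000026879, chromosome 2) fell by 1.80 ± 0.07 (SE) on the log2 scale in WT mice and fell by 1.79 ± 0.09 (SE) in KO mice, with adjusted p-values of 1.44e-05 and 6.65e-06 (limma). Cldn11 and Mag in WT mice, and Cldn11 and Ugt8a in KO mice, were the other genes named as lower at P60, by between 1.23 and 1.61 on the log2 scale in either genotype. The genes named as higher at P60 were Neat1, Il33 and Mapk10 in WT mice, with log2 fold changes of 1.66, 1.41 and 0.58, and Il33, Neat1 and Kmt2a in KO mice, with log2 fold changes of 1.72, 1.27 and 0.74.

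Because few genes passed the threshold, gene lists were compared next. At P25, 11 of 21 lists were called by GSEA, 4 positively and 7 negatively. Cytosolic ribosomal protein genes had a normalized enrichment score (NES) of -4.17 and respiratory chain genes one of -4.68, each with an adjusted p of 0.000675, the smallest the permutations could give. Postsynaptic, presynaptic and autism risk genes had NES of 2.41, 2.45 and 2.98, with adjusted p-values of 0.00173, 0.00271 and 0.00124. Oligodendrocyte and microglia markers had NES of -3.86 and -2.74, and glutamatergic neuron and GABA interneuron markers, which were not called, had NES of 1.41 and 1.26. The glutamatergic neuron NES was called without P25-KO replicate 1 (2.05) or P25-WT replicate 1, and was -1.12 without P25-KO replicate 2. The median log2 fold changes were small, -0.07 for ribosomal and 0.01 for postsynaptic genes. Without P25-KO replicate 2 the microglia NES was -1.29, without P25-WT replicate 2 it was -1.54, and neither was called. The oligodendrocyte NES stayed negative and called when any 1 P25 library was left out, from -3.89 to -2.68. A difference in list score between genotypes of -0.09 for ribosomal genes had a two-sided exact permutation p of 0.9.

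The P25 directions of the ribosomal, respiratory chain, postsynaptic, presynaptic and autism risk genes changed when P25-WT replicate 2 was left out. Its ribosomal score was 0.47, while the other P25-WT libraries had -0.08 and -0.26 and the P25-KO libraries had -0.07, -0.17 and 0.12. Without this library the P25 NES became 6.83 for ribosomal, 5.34 for respiratory chain, -2.34 for postsynaptic, -2.35 for presynaptic and -3.39 for autism risk genes, which are the signs seen at P60. Without P25-KO replicate 2 the ribosomal NES also changed sign, to 1.80, and the postsynaptic NES was 1.53 and was not called.

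Spliceosome proteins and astrocyte markers were not called at P25, with NES of 1.32 and -1.66. The astrocyte NES was 1.72 and called with each library scaled to the same total. It was also called without P25-KO replicate 3 (-1.98) or P25-WT replicate 1 (-1.76) and was positive without P25-KO replicate 1 (1.29), P25-KO replicate 2 (1.11) or P25-WT replicate 2 (1.23). The spliceosome NES was called without P25-KO replicate 2 (1.89) or P25-WT replicate 2 (1.78) and was negative without P25-KO replicate 3 (-0.90) or P25-WT replicate 3 (-0.80).

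**Figure D2:**
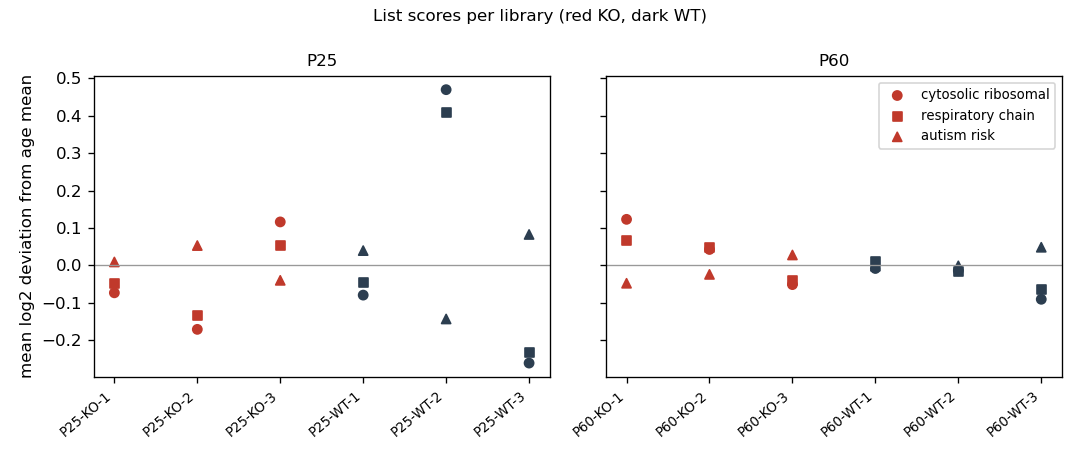
Mean log2 deviation of 3 gene lists from the mean of the 6 libraries of the same age (vertical axis) in each library (horizontal axis), with KO in red and WT in dark blue. P25-WT replicate 2 stands apart, with scores of 0.47 for ribosomal, 0.41 for respiratory chain and -0.14 for autism risk genes.

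At P60, 13 of 22 lists were called, 8 positively and 5 negatively. Ribosomal and respiratory chain genes had NES of 5.73 and 3.47, each with an adjusted p of 0.000675. Postsynaptic, presynaptic and autism risk genes had NES of -2.11, -2.24 and -2.71, with adjusted p-values of 0.00762, 0.00407 and 0.000675. Without P60-KO replicate 1 the presynaptic NES became 2.07. The postsynaptic NES was no longer called without P60-WT replicate 1 (-1.45) or replicate 3 (-1.39). GABA interneuron and microglia markers had NES of 1.84 and -2.55, and glutamatergic neuron and oligodendrocyte markers, which were not called, had NES of -0.83 and 1.40. The glutamatergic neuron NES was positive without P60-KO replicate 1 (1.11) or P60-WT replicate 3 (1.27). The GABA interneuron call was lost without P60-KO replicate 2 (1.37) or P60-WT replicate 3 (1.25), and the microglia call without P60-WT replicate 1 (-1.33) or replicate 2 (-1.40). The oligodendrocyte NES was called without P60-KO replicate 3 (2.44) or P60-WT replicate 2 (2.03), and was negative without P60-KO replicate 1 (-1.47), P60-KO replicate 2 (-0.94) or P60-WT replicate 3 (-1.16). Spliceosome proteins had an NES of 1.92 and were called, but not without P60-KO replicate 1 (1.60). Astrocyte markers, not called with an NES of 1.42, were called without P60-KO replicate 2 (2.27) and had an NES of -1.05 without P60-KO replicate 1. The difference in ribosomal score was 0.08, with a two-sided exact permutation p of 0.3. For GABA interneuron markers and spliceosome proteins the differences were 0.06 and 0.04, each with a p of 0.1 in this test, the smallest possible. The other named lists had p-values from 0.3 to 0.9 in it, and none of these was adjusted over the lists.

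The call of a list depended on the set test. Camera with a preset correlation called 4 lists at P25 and 9 at P60. None of the calls held under fry or under camera with an estimated correlation (0 lists at each age). At an unadjusted p under 0.05, fry had 0 lists at P25 and 1 at P60, and camera with an estimated correlation had 0 and 1. In both tests this list was red blood cell transcripts, with unadjusted p-values of 0.0332 (fry) and 0.0490 (camera). Its NES at P60 was 2.61. GSEA also called endothelial and olfactory bulb markers at P60, with NES of -2.69 and 1.78. Whether blood content or the tissue taken differed between the groups was not tested. Of the genes in the 11 named lists, none passed over all genes tested (0 genes), with at most 2 per list at P25 and 6 at P60 at an unadjusted p under 0.05. When adjusted over the list alone 1 passed, Sst at P60, a gene singled out after its values were seen. For the difference between ages, fry called 0 of 22 lists, with 0 at an unadjusted p under 0.05, and camera with a preset correlation called 8.

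**Figure D3:**
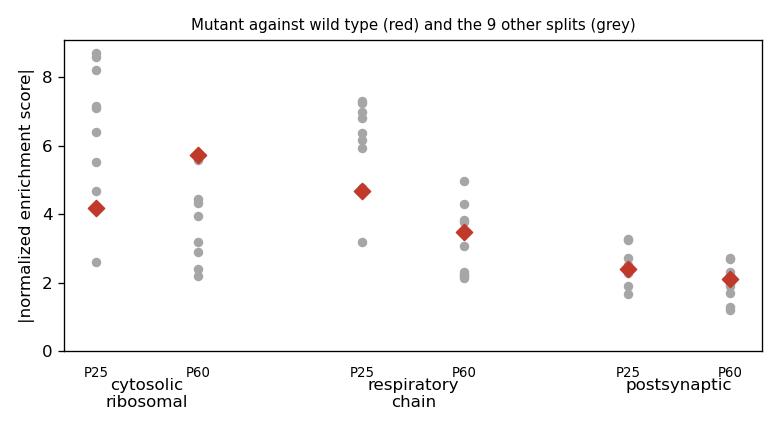
Absolute NES (vertical axis) of 3 gene lists at each age (horizontal axis) for KO against WT (red diamonds) and for the 9 other splits of the same 6 libraries into 3 against 3 (grey points). For ribosomal genes at P25 the absolute score of KO against WT was exceeded by other splits, which reached 8.72, and at P60 other splits reached 5.67.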

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

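The pattern below came from tests of the difference between ages. The splits within each age and the singling out of P25-WT replicate 2 were chosen after the result was seen. The tests on the difference of NES between ages and on length and GC content were chosen before their results were known.

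A test of the difference between the P25 and P60 genotype effects, camera with a preset correlation of 0.01, called 8 lists. The adjusted p-values were 0.000171 for cytosolic ribosomal proteins, 6.81e-05 for the respiratory chain, 0.00107 for mitochondrial ribosomal proteins, 0.00338 for mitochondrially encoded proteins, 0.0170 for autism risk genes, 5.82e-05 for oligodendrocyte markers, 0.0174 for striatal projection neuron markers and 0.0245 for endothelial markers. The preset correlation is far below what genes of such lists can show. With fry, the smallest adjusted p over all lists was 0.924, and with estimated correlation it was 0.872. When genotype labels were rearranged within each age, the smallest share of the 200 arrangements with a difference of list scores as large was 37 of 200, for oligodendrocyte markers, and it was 115 of 200 for ribosomal proteins.

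The difference of NES between the ages was as large in 60 of the 200 signed combinations of splits for ribosomal, 78 for respiratory chain, 49 for postsynaptic, 52 for presynaptic and 57 for autism risk genes. Such differences therefore arise often when the genotype labels carry no information. Within an age the 10 splits cannot give a share under 0.1. As far from 0 as KO against WT were 9 of the 10 splits at P25 and 1 at P60 for ribosomal, 9 and 5 for respiratory chain, 5 and 5 for postsynaptic, 7 and 4 for presynaptic, and 9 and 2 for autism risk genes. As many lists were called in 6 of the 10 splits at P25 and in 4 at P60. For the list tests of the difference by fry, the observed count was 0, which all 100 of 100 drawn arrangements must reach, so this count says nothing. At least 1 list was called in 2 of them.

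A candidate explanation for the P25 side of the ribosomal and respiratory chain results is that 1 wild-type library set the direction. Without P25-WT replicate 2 the NES was 6.83 for ribosomal and 5.34 for respiratory chain genes, opposite to the NES with all libraries. The ribosomal NES also changed sign, to 1.80, without P25-KO replicate 2. The oligodendrocyte NES stayed negative and called when any 1 P25 library was left out, from -3.89 to -2.68. This argues against the explanation for that list. A trend on transcript length and GC content is argued against as the whole cause, because after its removal the ribosomal NES was -3.90 at P25 and 4.74 at P60, and the respiratory chain NES was -4.38 and 2.26, all still called. What set P25-WT replicate 2 apart (RNA quality, dissection, batch or the state of the mouse) was not tested, since the labels record none of these. Its deviations from the mean of its age had a correlation of -0.203 with transcript length, the largest in size of the 12 libraries. The next largest was 0.135, in P25-WT replicate 3. Such a trend does not tell these causes apart. An effect of the mutation that changes with age stays open and was not shown here.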

How the results depend on the processing

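The results were recomputed under the alternatives set for each of them, which differ between results. Tests for counts (the study's DESeq2 test, or a quasi-likelihood test on recovered reads) were not run because the values are not counts and whole reads could not be recovered.

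The replicate number as a block took the P25 count from 1 DEG to 0, and to 0 together with the length and GC correction. By the rule set for pairing, the numbers were not taken to pair the libraries. At P25 the same-numbered KO and WT libraries had correlations of their deviations of 0.0157, -0.0304 and -0.106. At P60 these were 0.0693, 0.167 and 0.125, while differently numbered KO and WT libraries had correlations from -0.115 to -0.00127. Pairing at P60 therefore stays open. With the block, Shank3 at P60 had an adjusted p of 4.19e-05 (limma). The block gave 1 DEG at P60, 1791 in the WT age comparison and 2482 in the KO age comparison.

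Leaving out 1 library at a time gave from 0 to 8 DEGs at P25, from 1 to 3 at P60, from 0 to 1 in the interaction, from 122 to 2403 in the WT age comparison and from 2093 to 3230 in the KO age comparison. The length and GC correction gave 801 DEGs in the WT age comparison. With the block added it gave 699 in WT and 2019 in KO mice. With each library scaled to the same total, 991 of 1672 DEGs were higher at P60 in WT mice and 2109 of 3730 in KO mice. Sample quality weights, added after the data had been seen, gave 2 DEGs at P25, Shank3 and Yy2. These weights were estimated gene by gene, because the first method of estimation did not converge at P25. They were very unequal, from 0.217 for P25-WT replicate 2 to 3.71 for P25-WT replicate 1, which limits the Yy2 call.

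The Shank3 level stayed between 45.4% and 50.1% of WT at P25 and between 48.1% and 52.1% at P60 when 1 library was left out. The change of Gstp1 at P60 was near 0 and took the other sign under the length and GC correction, with a log2 fold change of -0.00869 with or without the block. Leaving out 1 library gave it from -0.0145 to 0.0418, and gave Pcdha11 (ENSMUSG00000102206) from -0.296 to 0.0729.

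Camera with a preset correlation called 4 lists at P25. Its adjusted p-values at P25 were 0.00630 for respiratory chain, 0.0575 for ribosomal, 0.463 for postsynaptic, 0.463 for presynaptic and 0.330 for autism risk genes, and 8.30e-07 for oligodendrocyte and 0.00168 for microglia markers. It called 9 lists at P60, where they were 1.53e-08 for ribosomal, 0.000212 for respiratory chain, 0.0270 for GABA interneuron markers, 0.00308 for microglia markers, 0.330 for postsynaptic, 0.891 for presynaptic and 0.0575 for autism risk genes. Camera with an estimated correlation called 0 lists at P25 and 0 at P60, and the ribosomal, respiratory chain, postsynaptic, presynaptic and autism risk genes each had an adjusted p of 0.976 at both ages. Fry called 0 lists at P25 and 0 at P60, and each of these lists had an adjusted p of 0.947 at both ages.

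Leaving out 1 P25 library at a time gave NES from -6.88 to 6.83 for ribosomal, from -6.73 to 5.34 for respiratory chain, from -2.34 to 2.92 for postsynaptic, from -2.35 to 3.41 for presynaptic, from -3.39 to 4.28 for autism risk genes from -1.12 to 2.05 for glutamatergic neuron, from -3.89 to -2.68 for oligodendrocyte from -3.50 to -1.29 for microglia and from -1.98 to 1.29 for astrocyte markers, and from -0.90 to 1.89 for spliceosome proteins. The astrocyte NES at P25 was 1.72 with each library scaled to the same total and 1.68 with the replicate block. Without P25-KO replicate 2 the ribosomal NES was 1.80 and the postsynaptic NES 1.53.

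Leaving out 1 P60 library at a time gave NES from 3.99 to 6.66 for ribosomal, from 2.77 to 4.67 for respiratory chain, from -2.21 to -1.39 for postsynaptic, from -2.49 to 2.07 for presynaptic, from -2.75 to -2.19 for autism risk genes, from -1.33 to 1.27 for glutamatergic neuron, from 1.25 to 2.22 for GABA interneuron, from -1.47 to 2.44 for oligodendrocyte from -3.49 to -1.33 for microglia and from -1.05 to 2.27 for astrocyte markers, and from 1.60 to 2.17 for spliceosome proteins. The length and GC correction gave glutamatergic neuron markers an NES of 0.79 at P60.

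The Pearson correlation of the genotype effects at both ages went from -0.065 to 0.029 when 1 library was left out, and 6 of the 12 values had the other sign. The share of genes with opposite signs at both ages, recomputed after the data had been seen, went from 5.06% to 96.2% for ribosomal protein genes, from 30.1% to 61.3% for autism risk genes and from 43.9% to 54.3% for all genes.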

Other observations

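The tests in this part were chosen after the result was seen, except the splits for the age comparisons, the interaction and the correlation, whose results were not yet known.

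With 3 against 3 libraries, 7 of the 10 splits at P25 and 6 of the 10 at P60 gave as many DEGs as KO against WT, and other splits reached 4 at each age. The age comparisons were different: 1 of the 10 splits, the real one, gave as many DEGs in WT and 1 of 10 in KO mice, and other splits gave at most 6 and 1. For the interaction, the observed count was 0 (288 genes at an unadjusted p under 0.05), which all 100 of 100 drawn arrangements must reach, so this count says nothing. At least 1 gene was called in 40 of them. For the correlation of the genotype effects between ages, 82 of 100 combinations of splits were as far from 0.

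Small p-values were fewer than chance gives, with 1.36% of genes at P25 and 2.50% at P60 at an unadjusted p under 0.05. A candidate explanation is that P25-WT replicate 2 inflated the spread within its group at P25. Without it the share was 4.14%, and all 10 splits of the 5 other libraries gave from 3.18% to 7.86%, a spread too wide to decide whether this library is the whole cause. Leaving out other P25 libraries gave shares from 1.12% to 2.64%. KO against WT with all 6 P25 libraries gave 238 genes at that level, where chance gives about 876. The 9 other splits of these libraries, each with P25-WT replicate 2 in an arm, gave from 261 to 1931. Its presence in an arm was therefore not enough to make small p-values scarce in every split. At P60 the share was 4.74% without P60-KO replicate 3, 3.74% without P60-WT replicate 2 and from 1.82% to 2.74% without each of the others.

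Rpl10 was lower and Rpl10-ps3, a processed copy on chromosome 9, higher in KO mice at P60. Rpl10 had 66.9% of the WT level, and Rpl10-ps3 had 3804 ± 127 in KO and 3202 ± 214 in WT mice (SD, n = 3). A candidate explanation is that reads of near-identical copies were divided differently between them. The sum of both was 4561 ± 162 in KO and 4333 ± 65.2 in WT mice (SD, n = 3), that is, 105% of the WT level, with no decrease. No biological explanation was tested.

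A group of 4 neighbouring genes on chromosome 4 differed between libraries far more than between genotypes. These were Gm17167 (42206998 to 42235313), Gm13301 (42216908 to 42235604), Gm5859 (42236859 to 42239182) and Gm17081 (42239725 to 42240202), and they were picked after their values were seen. Gm17167 had 857, 914 and 797 normalized counts in the P25-KO libraries, 951, 101 and 136 in the P25-WT libraries, 127, 1821 and 1021 in the P60-KO libraries and 114, 1041 and 1134 in the P60-WT libraries. The values of 4 libraries were at or below 136, those of 7 were from 797 to 1134, and P60-KO replicate 2 stood alone.

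The sum of the 4 genes spanned 27.9-fold between libraries. The Shank3 genotype is argued against, because the sum separated KO from WT at 0 of the 2 ages. Reads moving to 4 copies in the table, each sharing at least 10% of the words of a cluster gene, are argued against. The summed values of these 4 genes had a correlation of 0.677 with the cluster over the libraries, where a negative one was needed. Their sum went from 331 to 610, while that of the cluster went from 138 to 3862. At least 3 more genes with such words are not in the table. Only the genes with the largest shares were listed for each cluster gene, so further copies may exist. Reads moving to any of these stays open. A difference in copy number that segregates in the colony may give such steps, and it cannot be told apart from a switch in expression because no genotypes at this locus were available to test it, so this stays a hypothesis.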
